# Candidate silencer elements for the human and mouse genomes

**DOI:** 10.1038/s41467-020-14853-5

**Published:** 2020-02-26

**Authors:** Naresh Doni Jayavelu, Ajay Jajodia, Arpit Mishra, R. David Hawkins

**Keywords:** Epigenomics, Gene expression, Gene regulation, Transcriptional regulatory elements

## Abstract

The study of gene regulation is dominated by a focus on the control of gene activation or increase in the level of expression. Just as critical is the process of gene repression or silencing. Chromatin signatures have identified enhancers, however, genome-wide identification of silencers by computational or experimental approaches are lacking. Here, we first define uncharacterized *cis*-regulatory elements likely containing silencers and find that 41.5% of ~7500 tested elements show silencer activity using massively parallel reporter assay (MPRA). We trained a support vector machine classifier based on MPRA data to predict candidate silencers in over 100 human and mouse cell or tissue types. The predicted candidate silencers exhibit characteristics expected of silencers. Leveraging promoter-capture HiC data, we find that over 50% of silencers are interacting with gene promoters having very low to no expression. Our results suggest a general strategy for genome-wide identification and characterization of silencer elements.

## Abstract (web summary)

Identification of silencer elements by computational or experimental approaches in a genome-wide manner is still challenging. Here authors define uncharacterized *cis*-regulatory elements (CREs) in human and mouse genomes likely containing silencer elements, and test them in cells using massively parallel reporter assays to identify silencer elements that showed silencer activity.

## Introduction

It has long stood that repressive transcription factors can bind to the promoters of genes through silencer elements to inactivate gene expression^1–4^. In 1985, the yeast mating-type loci revealed that distal silencer elements could control gene expression from afar^5^. The role for distal silencer elements in mammals was demonstrated shortly thereafter through a silencer element located several kilobases upstream of the rat insulin gene^6^. It would be a decade later before key experiments identifying a silencer in the intron of the mouse and human *CD4* genes would revealed the important role that silencers can play in lineage specificity and cell fate determination, as this silencer represses *CD4* expression in CD8^+^ T cells^7,8^. Later several studies identified genomic sequences with silencer properties, which are opposite of enhancers across many species^9–15^. While dozens of mammalian silencers have been identified, these elements are largely understudied, possibly due to our biased focus on gene upregulation and the poor understanding of those elements with non-promoter locations.

Classic studies of promoter silencers showed that these elements reside next to activating sequences^4^. Just as promoter elements can switch states from activating to repressive due to the presence of silencer elements and the factors bound, many distal *cis*-acting regulatory elements can have dual activity, depending on the set of conditions and cell type. Several previous studies showed this dual activity of enhancers switching to gene repression, or silencing, in another cell type and vice versa^16–19^. For example, GATA1 binding to a *cis-*acting element upstream of the *Gata2* promoter displaces the activating GATA2-bound factor and represses *Gata2* expression^19^. GATA switches at distal elements such as this are common during hematopoiesis^18^, and are context, cofactor, and concentration dependent^20–22^. Furthermore, the repressive activity of GATA1 can induce changes in chromatin looping. For example, during hematopoietic differentiation, an upstream enhancer is bound by GATA2 to activate expression of the *Kit* gene in multipotent cells. Subsequently during lineage commitment, GATA1 binds to inactivate the enhancer and also binds a downstream silencer to repress *Kit* expression, which results in loss of the enhancer loop and gain of a silencer loop with the promoter^23^.

Outside of promoter regions, silencers along with enhancers and insulators create a complex array of distal *cis*-regulatory elements (CREs). These elements, and the factors that bind to them, are important for the nuanced output of RNA levels across cell types. Identification of distal CREs and our understanding of the regulation of gene expression in mammalian genomes has been greatly facilitated by the genome-wide mapping of element-specific histone modifications or transcription factors, e.g., histone H3 lysine 4 monomethylation (H3K4me1) distinguishing enhancers^24^ and CTCF binding to a subset of candidate insulators^25^. While the presence of repressor sequences within CREs such as promoters has recently become more evident by tiling millions of oligos across these regions and testing by massively parallel reporter assays (MPRA)^26^, distinct annotations for distal silencer elements in the human and mouse genomes are still missing from our *cis*-regulatory lexicon.

Our goal is to identify distinct silencer elements distal to the genes they regulate. In order to identify silencer elements, first we devised a simple subtractive analysis approach based on DNase hypersensitive sites (DHS) and other known CREs to find the DHS elements lacking known chromatin marks belonging to promoters, enhancers, and CTCF-bound insulators, and we term these elements as uncharacterized CREs. We tested ~7500 of these uncharacterized CREs for silencer activity in K562 cells using MPRA to identify silencer elements. Using MPRA data, we trained a support vector machine (SVM) classifier to predict potential candidate silencer elements from untested uncharacterized CREs in 82 human and 22 mouse cell or tissue types. This results in a catalog of >1.7 million candidate silencer elements in the human genome and a second catalog of ~1 million candidate silencer elements in the mouse genome. We find that candidate silencer elements are enriched for motifs of known repressive transcription factors, and de novo motifs for potential cognate transcriptional repressors. We are able to validate our predictions by direct silencer interactions with repressed target genes, and functional testing via reporter assays and CRISPR genome editing. Candidate silencer elements are often enriched for disease-associated variants in expected cell types or lineages. These catalogs, which will require more intensive study and validation from the field, should aid our understanding of gene expression through negative regulation of expression.

## Results

### Prediction of genome-wide uncharacterized CREs containing silencer elements

In order to find genome-wide candidate silencer elements, first we devised an efficient simple subtractive analysis (SSA) approach to determine DHS elements lacking known chromatin marks belonging to promoters and enhancers, or CTCF binding for insulators, and we term these elements as uncharacterized CREs (Fig. 1a). Other potential *cis*-regulatory elements should be present within these regions of open chromatin. We can generate open-chromatin data either from DNase-seq (DNaseI hypersensitive sites sequencing) or from ATAC-seq (assay for transposase-accessible chromatin using sequencing) and other CREs data from ChIP-seq (chromatin immunoprecipitation coupled with sequencing) for any cell type or organism. In this SSA approach, we subtract enhancers (H3K4me1 peaks), promoters (2.5 kb window around TSS and H3K4me3 peaks), and potential insulators (CTCF sites) from open chromatin (DHS) in a cell-type specific manner, and assign the remaining DHS as uncharacterized CREs. We hypothesize that a subset of these uncharacterized CREs will contain silencer elements. Using this SSA approach, we determined 2,315,105 uncharacterized CREs in the human genome spanning across 82 cell types from the Roadmap^27^ and ENCODE consortia^28^, and 1,299,866 elements in the mouse genome for 22 cell types from the ENCODE consortium^28^ (Fig. 1b, c; Supplementary Fig. 1a, b and Supplementary Data 1).

**Fig. 1:**
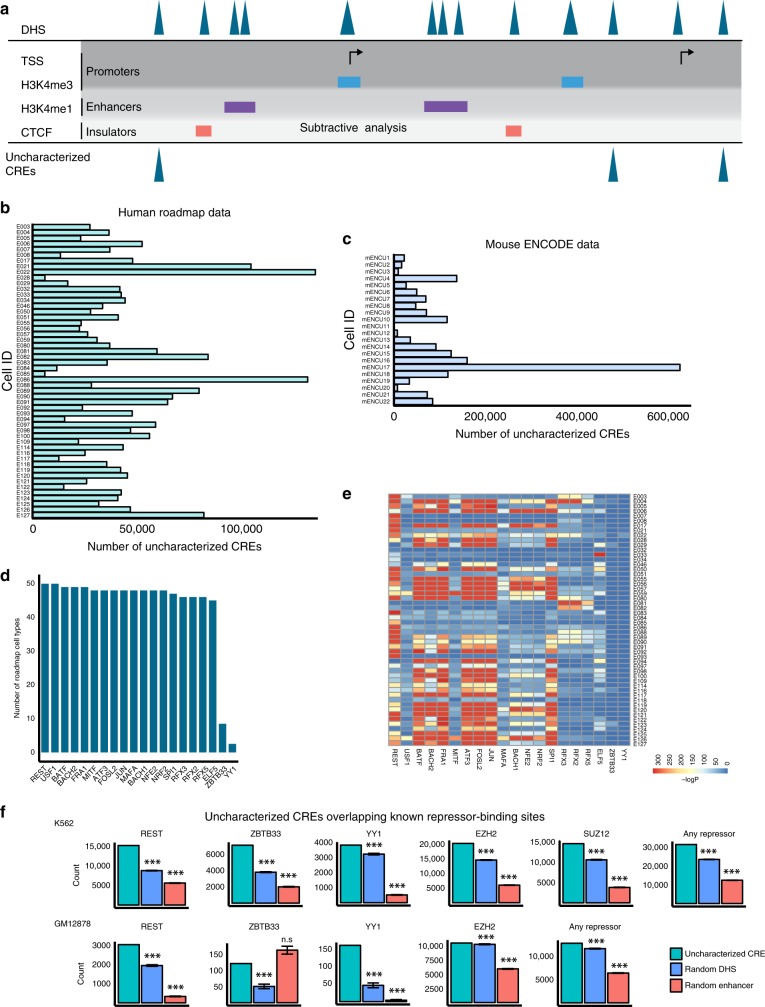
Overview of uncharacterized CREs in human and mouse. **a** Schematic of the simple subtractive analysis (SSA) approach. Barplots presenting the count of uncharacterized CREs across different cell types and tissues in human from Roadmap (**b**) and mouse genomes from ENCODE (**c**). **d** Bar plot presenting the count of cell types enriched with TF motifs across 52 cell types and tissues from Roadmap. **e** Heatmap of enrichment (-log(P-value)) of TF motifs across 52 cell types. **f** Barplots presenting the count of uncharacterized CREs, random DHS and random enhancers at known repressor TFBS based on ChIP-seq data in K562 and GM12878 cell types. *** indicates permutation test *P*-value < 0.0001, and n.s. denotes not significant.

### Uncharacterized CREs enriched with repressor TF motifs and repressor TFBS

Transcription factors (TFs) bind at CREs and regulate gene expression in response to external cues. Activator TFs bind at enhancers to enhance expression, and repressor TFs bind at silencer elements and repress gene expression. We hypothesized that uncharacterized CREs will contain silencer elements. To validate this hypothesis, we performed TF motif enrichment analysis on uncharacterized CREs across cell types and found a well-known transcriptional repressor, REST is consistently enriched across all tested cell types (Fig. 1d, e; Supplementary Fig. 1c, d). Motifs of USF1, BATF, BACH2, FRA1, ATF3, FOSL2, JUN, NRF2, NFE2, and RFX family of TFs are also enriched and previous studies reported that these TFs display repressor activity^29–32^. In addition to motif analysis, we also checked whether these uncharacterized CREs are enriched for experimentally bound repressor TF-binding sites (TFBS). We intersected uncharacterized CREs with known repressor TFBS within the same cell type using ChIP-seq data for REST, YY1, ZBTB33, SUZ12, and EZH2. We found that 73%, 61%, 49%, and 58% of total uncharacterized CREs in K562, H1, GM12878, and HEPG2 cells, respectively, are typically enriched for one of the above mentioned known repressor TFBS^33–40^ (Fig. 1f; Supplementary Fig. 1e). This enrichment of repressor TFBS at uncharacterized CREs is statistically significant compared with random active enhancers and random accessible regions (DHS). This enrichment corroborates that these uncharacterized CREs are distinct from other categories of CREs, and likely contain silencer elements.

### Screening of uncharacterized CREs for silencer elements

Having shown that the uncharacterized CREs are enriched with repressor TF motifs and repressor TF binding indicative of silencer activity, we proceeded to functionally test a subset of uncharacterized CREs to quantitate their activity for silencer function via massively parallel reporter assays (MPRA) using the STARR-seq^41^ approach in K562 cells (Fig. 2a). The human STARR-seq vector utilizes the super core promoter (SCP1), which was designed and shown to be stronger than the CMV promoter^42^, therefore, the GFP reporter expression should be susceptible to detectable decreases in expression. We selected 7430 uncharacterized CREs, 20 known silencer elements^26,43^, 20 known enhancer elements^26^, and 67 randomly selected regions, which act as a control set (Supplementary Data 2). 

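The MPRA data are 5 reporter RNA libraries and 5 plasmid DNA libraries from K562 cells, an established human chronic myelogenous leukemia cell line. Both kinds of library carry the replicate numbers 1 to 5. In STARR-seq each candidate sequence is cloned into the 3′ untranslated region of the reporter gene, so that it is transcribed with the reporter and its share of the RNA relative to its share of the plasmid measures its activity. The oligos spanned 200 nt with 15 nt adapters, each transfection used 20 µg of plasmid library, RNA was collected 24 h later, and libraries were read for 75 cycles. The table of counts holds 7547 elements, of which 7440 are tested uncharacterized CREs, 20 are control silencers, 20 are control enhancers and 67 are control-random regions. Of the control-random regions, 47 are 250 nt long in the table and the other elements are 200 nt long.

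The authors trimmed the reads, mapped them to hg19 with Bowtie2 and counted them per element with featureCounts, so the deposited values are raw read counts. Reporter RNA libraries held 20304089 to 28468902 reads in elements (median 25239436) and plasmid libraries held 15794224 to 25898002 (median 20112637). The median retained tested element had 2106 to 2962 reads in an RNA library and 1674 to 2727 in a plasmid library. A single control-random region, on chromosome 16 of GRCh37 from 59827824 to 59828073, took 9.44 to 9.57% of the reads of each RNA library and 11.6 to 11.9% of those of each plasmid library. As in the methods, elements with reads in at least 3 RNA and 3 plasmid libraries were retained, which left 7232 tested elements, 20 control silencers, 20 control enhancers and 45 control-random regions.

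Activity was computed as the methods define it, as the ratio of library-size-normalized RNA to plasmid reads, averaged over the 5 replicates and divided by the mean of the control-random regions. It is given on the log2 scale, on which 0 is the mean of the control-random regions. Log2 activity correlated between replicate pairs across elements with Pearson's r of 0.975 to 0.985 and Spearman's rho of 0.960 to 0.973, where elements are not independent replicates. Single elements were tested with edgeR's quasi-likelihood test on the counts, with the replicate number as a block, RNA against plasmid, centred on the mean ratio of the control-random regions, and with Benjamini-Hochberg adjustment over all 7317 retained elements at a threshold of 0.05. The test was made for both directions, so that elements with lower and with higher activity were counted alike. Binomial intervals given for shares of elements cover the number of elements only, and reads were not collapsed to molecules.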

Oligos were designed to span 200 nt of the uncharacterized CREs sequences flanked by 15 nt adapter sequences and synthesized en masse. Of 7430 selected uncharacterized CREs, 3705 elements have at least one TFBS belonging to well-known repressor TFs (REST, YY1, ZBTB33, EZH2, and SUZ12) and 3725 elements have at least one known motif belonging to GATA1, GATA2, GATA3, GATA4, BACH1, BACH2, TCF12, SMAD3, FLI1, RUNX1, KLF4, ZFP187, ZNF263, ZBTB7B, and GFI1B (actual numbers are provided in Supplementary Data 2). All of these TFs were reported to have repressor activity, while primarily serving as activators^29,44–50^. 

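Control enhancers had the highest activity, with a median of 2.19 times the mean of the control-random regions and 18 of 20 called higher. The medians were 0.900 for control silencers, 0.857 for control-random regions and 0.936 for tested uncharacterized CREs. The most active control enhancer was peak7466, which lies between annotated genes on chromosome 11 of GRCh37 from 65264876 to 65265075, with a log2 activity of 3.17 ± 0.06 (SD, n = 5 replicates). The 1 control enhancer called lower was peak7469, in an intron of CACNA1A, which encodes a subunit of a voltage-gated calcium channel (chromosome 19 from 13510016 to 13510215, log2 activity -0.41 ± 0.05, SD, n = 5). Among the 20 control silencers, 14 were called lower and 3 higher, from -0.88 ± 0.05 (SD, n = 5) for peak7449, in an exon of the long noncoding RNA BTG1-DT, to 0.34 ± 0.08 (SD, n = 5) for peak7451, between genes near C17orf99.

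The mean log2 activity of control enhancers exceeded that of control-random regions by 1.32 (95% confidence interval 0.92 to 1.73) and that of tested elements by 1.30 (0.92 to 1.68), in 5 of 5 replicates each (adjusted p = 5e-05 for both in a two-sided permutation test over elements, adjusted over 5 comparisons, where 1e-05 is the smallest unadjusted p that 100000 resamples can give). Control silencers differed from control-random regions by -0.02 (-0.22 to 0.18, adjusted p = 0.889, permutation test, the same sign in 4 of 5 replicates, and 0.07 between medians) and from tested elements by -0.04 (-0.18 to 0.09, adjusted p = 0.889, permutation test, the same sign in 5 of 5). Tested elements differed from control-random regions by 0.03 (-0.13 to 0.18, adjusted p = 0.889, permutation test, the same sign in 5 of 5). Between medians this difference was larger, at 0.13, and did not pass either (adjusted p = 0.102, permutation test). The elements are the units of these tests, and a difference within these intervals was not detectable with 20 and 45 control elements.

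**Figure D1:**
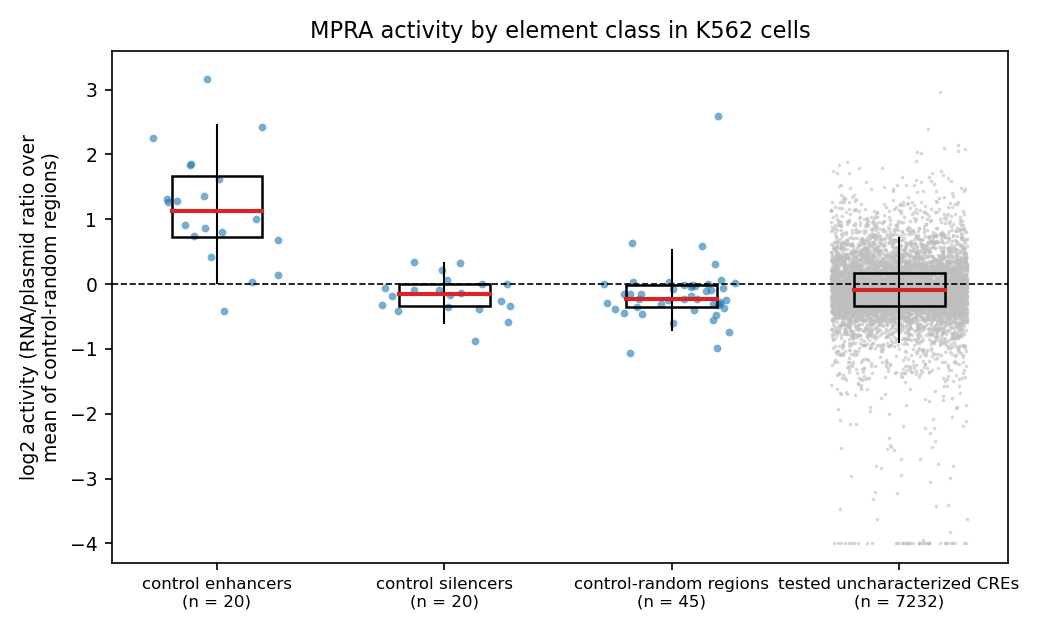
Log2 activity of retained elements by class, relative to the mean of the control-random regions (dashed line at 0). Points are elements, boxes span the 25th to 75th percentile with the median in red, lines span the 5th to 95th percentile, and the 39 tested elements below -4 are drawn at -4. The medians are 1.13 for control enhancers, -0.15 for control silencers, -0.22 for control-random regions and -0.10 for tested uncharacterized CREs.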

As expected, enhancers showed the highest activity, while control silencers and tested uncharacterized CREs, on average, showed similar levels of activity normalized to the activity of control-random regions (Fig. 2b; Supplementary Fig. 2a). We found 3001 of the tested uncharacterized CREs (1731 elements with known repressor TFs status, and 1270 elements with other TFs status) to have activity less than the mean activity level of control-random regions at 5% FDR. 

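Of the 7232 retained tested elements, 3820 (52.8%, exact 95% binomial interval 51.7 to 54.0%) had lower activity than the mean of the control-random regions, 2355 (32.6%, 31.5 to 33.7%) had higher activity and 1057 were not called. Of the 45 control-random regions themselves, 31 (68.9%, 53.4 to 81.8%) were called lower than their own mean and 4 (8.89%, 2.48 to 21.2%) higher. The share called lower was smaller among tested elements than among control-random regions (odds ratio 0.506, two-sided Fisher's exact test, p = 0.0356). This did not pass the exact test without the replicate block (p = 0.0719), with DESeq2 (p = 0.178) or without any 1 replicate (p = 0.0727 to 0.136). The share called higher was larger (odds ratio 4.95, p = 3.31e-04, the same exact test). This did not pass the exact test with the median of the control-random regions as the centre (p = 0.132) or with TMM (p = 0.0977). By location, 64.2% of 212 elements in coding exons were called lower, 56.7% of 141 in UTRs, 53.9% of 4075 in introns, 51.0% of 198 in noncoding exons and 50.2% of 2606 between genes, which were not compared by a test.

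The lowest elements were nearly absent from the RNA. In the lowest, peak4087 in an intron of DGKD, a diacylglycerol kinase gene, 9 RNA reads stood against 10958 plasmid reads over the 5 replicates. In peak371, in an intron of the long noncoding RNA LINC01357 on chromosome 1 of GRCh37 from 113408176 to 113408375, there were 82 RNA reads and 33022 plasmid reads (log2 activity -9.04 ± 0.10, SD of the replicates, n = 5). Its fold change was -9.02 on the log2 scale (adjusted p = 2.08e-55 from edgeR). The element in an intron of ZNF652, which encodes a zinc finger protein (peak2884, chromosome 17 from 47401937 to 47402136), had a log2 activity of -8.57 ± 0.22 (SD, n = 5), and the element in an intron of MYO1F, which encodes an unconventional myosin (peak3337, chromosome 19 from 8631776 to 8631975), had -9.17 ± 0.46 (SD, n = 5). Each of the 10 lowest elements with a mean of at least 100 plasmid reads per library holds a run of 19 to 25 T on the forward strand of the genome. The highest with that plasmid depth was peak3781, in an intron of RNF103-CHMP3 on chromosome 2 from 86922257 to 86922456, with 171820 RNA reads against 25247 plasmid reads (log2 activity 2.39 ± 0.06, SD, n = 5, adjusted p = 1.57e-46 from edgeR). Others among the 10 highest lie in introns of PTPRN2, a receptor tyrosine phosphatase gene (peak6877, 2.08 ± 0.06, SD, n = 5), and of CDH12, a cadherin gene (peak5183, 1.89 ± 0.05, SD, n = 5).

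The split depends on the centre, since lower elements made up 61.9% of those called with the mean of the control-random regions, 37.7% with their median (2382 lower and 3939 higher), 43.8% with their geometric mean, 50.2% with TMM and 50.1% with median-of-ratios size factors. Against a minimum log2 fold change of 0.5, 834 tested elements were lower and 547 higher. Against the spread between the control-random regions, 82 were lower and 22 higher. The SD of log2 activity between the 45 control-random regions was 0.52, and the highest of them lay at 2.59. No count was made against the spread without that region. The paper takes activity below the mean of the control-random regions, at its false discovery rate, as the criterion and names the elements that meet it silencer elements.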

We call these uncharacterized CREs silencer elements (Fig. 2c). 

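Elements with known repressor status, that is with binding of REST, YY1, ZBTB33, EZH2 or SUZ12, and elements with other TF motifs were described over the first 1998 of the 7547 rows of Supplementary Data 2, the part read here. In that part 676 of 1083 retained elements with known repressor status (62.4%) and 446 of 856 with other TFs status (52.1%) were called lower by the edgeR test. Among the elements called lower, the median log2 activity was -0.34 (quartiles -0.55 and -0.21) with known repressor status and -0.29 (quartiles -0.50 and -0.18) with other TFs status. All 48 retained elements of this part that match RE1, the sequence bound by REST, had known repressor status. The statuses were not compared by a test, because only part of the table was read.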

Of uncharacterized CREs demonstrating silencer activity, those elements with known repressor status showed significantly lower activity than elements with other TFs status (Fig. 2d). We also looked at the distribution of TF status in order to identify strong candidate TFBS for potential silencer activity (Supplementary Data 2 and Supplementary Fig. 2b). Though many of TFBS showed roughly 40% success rate, TFBS for REST, EZH2, SUZ12, SMAD3, RUNX1, and GATA family of TFs would be strong candidates indicative of potential silencers. 

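Tested elements with a match to RE1, the site of REST, which represses neuronal genes outside neurons, formed the lowest group of the 18 motifs searched. Of 182 such elements 178 (97.8%, exact 95% binomial interval 94.5 to 99.4%) were called lower and 2 higher, and their median activity was 0.501 times the mean of the control-random regions. Their mean log2 activity was lower than that of elements without the match, with a difference of -0.88 (95% confidence interval -0.93 to -0.82, the same sign in 5 of 5 replicates). The element peak2386 lies in an intron of HCN4, a pacemaker channel gene, on chromosome 15 of GRCh37 from 73639147 to 73639346, and holds the exact consensus TTCAGCACCACGGACAGCGCC on the forward strand from 73639244 to 73639264. Its log2 activity was -0.77 ± 0.07 (SD, n = 5), with a fold change of -0.77 on the log2 scale (adjusted p = 1.66e-26 from edgeR). Of the 2 elements with 1 mismatch, peak4505 in an intron of MPPED1 had a log2 activity of -0.37 ± 0.07 (SD, n = 5) and peak7325 on chromosome 9 had -1.18 ± 0.08 (SD, n = 5). These 3 examples were chosen after the values had been seen, as the closest matches to the consensus.

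The 1417 elements with a GATA site, bound by regulators of blood cell genes, were higher than the rest by 0.11 (0.07 to 0.15), and 44.7% of them were called lower and 39.7% higher. The 668 elements with a site for BACH and NFE2 factors were higher by 0.15 (0.09 to 0.21), and the 108 with the exact consensus by 0.37 (0.27 to 0.47). That consensus contains the AP-1 site of FOS and JUN factors, so all 108 also hold an AP-1 site. Elements with an AP-1 site were themselves higher by 0.17, and the effects of these sites were not tested apart. The 346 elements with a RUNX1 site differed from the rest by -0.02 (-0.10 to 0.06, adjusted p = 0.529, permutation test), with 54.3% called lower. With GC content as a covariate that difference was 0.009. Of 10 elements with the SMAD palindrome 7 were called lower and 1 higher, and the difference was -0.22 (-0.50 to 0.06, adjusted p = 0.234, permutation test). Elements with a site for GFI1B, a repressor of blood cell genes, differed by -0.09 (-0.16 to -0.03, adjusted p = 0.0449, permutation test). With GC content as a covariate the GFI1B difference was -0.082 and did not pass (adjusted p = 0.0746 from a linear model). A permutation test with that covariate, chosen after the data were seen, gave 0.0745. For the 7 elements with the exact consensus the difference was -0.59 (-1.25 to 0.07, adjusted p = 0.0353, permutation test, adjusted over the 6 motifs with enough exact matches). Elements with the E-box of TCF12 differed by 0.05 (0.0034 to 0.10, adjusted p = 0.0449, permutation test), and by 0.0099 with that covariate, which did not pass (adjusted p = 0.790, linear model). The differences for REST, GATA and the BACH and NFE2 site had an adjusted p of 3.6e-05, from the smallest p that 100000 resamples allow (two-sided permutation tests over elements, adjusted over 18 motifs). Matches were sequence matches to a consensus and not measured binding, and EZH2 and SUZ12 were not analysed here because no consensus was set for them.

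**Figure D2:**
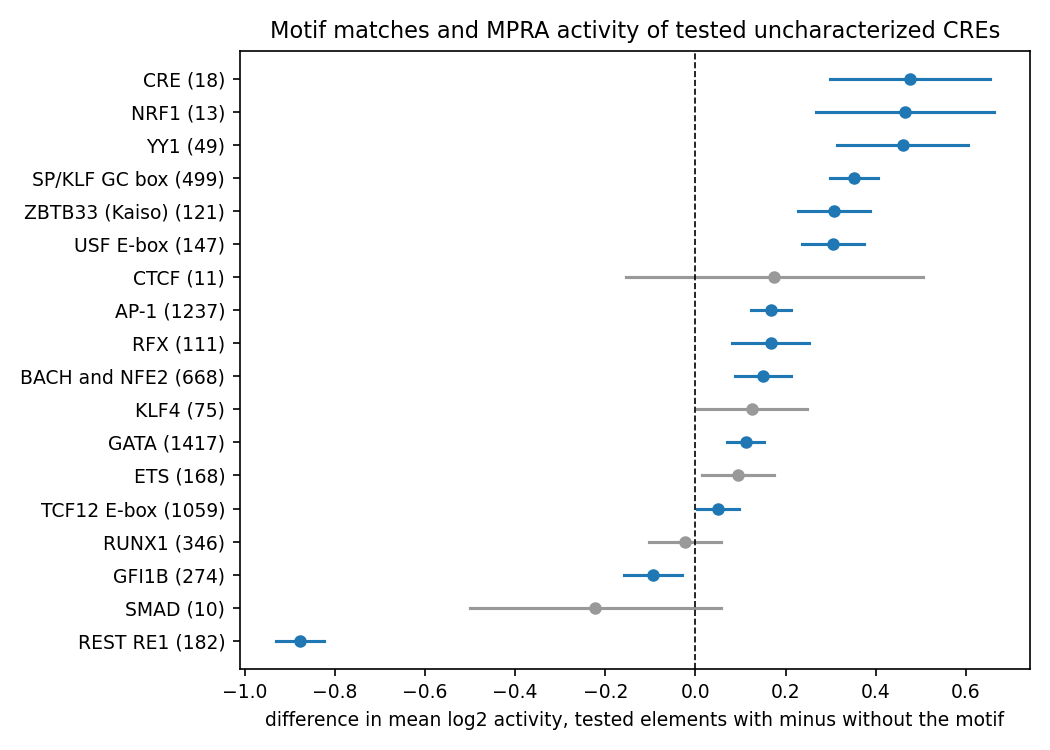
Difference in mean log2 activity between tested elements with and without a match to each of 18 motifs, with the number of elements with the motif in parentheses. Points are differences, lines are 95% confidence intervals, blue marks an adjusted permutation p under 0.05, and the dashed line is 0. The match to the REST site lies at -0.88, below the other motifs, which lie between -0.22 and 0.48.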

Because most known TFBS motifs are obtained from transcriptional activators, we also performed a de novo motif analysis. The de novo analysis identified several novel TFs motifs. 

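Tested elements with the core of the YY1 motif and with the palindromic motif of ZBTB33 (Kaiso) had higher activity than elements without them. Of 49 elements with a match to YY1, a zinc finger protein known both as an activator and as a repressor, 36 were called higher and 9 lower, and their mean log2 activity exceeded that of the rest by 0.46 (95% confidence interval 0.31 to 0.61, adjusted p = 0.0012, two-sided permutation test over elements, the same sign in 5 of 5 replicates). Of 121 elements with a match to ZBTB33, a BTB zinc finger repressor, 77 were called higher and 30 lower, and the difference was 0.31 (0.23 to 0.39, adjusted p = 1.8e-04, permutation test, the same sign in 5 of 5). Elements with the YY1 motif had a mean GC content of 48.9% and those with the ZBTB33 motif 49.2%, against 45.2% and 45.1% without them. These matches could hold 1 mismatch. With the exact consensus the differences were 0.92 (0.46 to 1.39, adjusted p = 0.0327, permutation test, 4 elements) for YY1 and 0.52 (0.38 to 0.67, adjusted p = 0.0327, permutation test, 14 elements) for ZBTB33, adjusted over 6 motifs.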

When considering the closest related known motif, these belong to REST, YY1, ZBTB33, and ZBTB3 (Supplementary Fig. 2c).

**Fig. 2:**
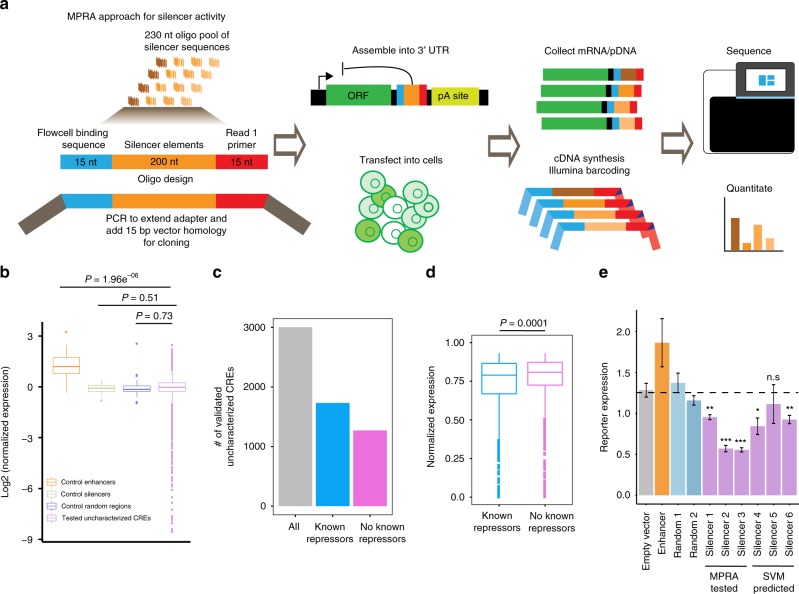
Functional testing of activity of uncharacterized CREs in K562 cells. **a** Schematic of MPRA/STARR-seq approach for measuring the activity of uncharacterized CREs. **b** Box plot displaying the activity level distributions of enhancers, control silencers, control-random regions, and tested uncharacterized CREs. *P*-values computed by *t* test. **c** Bar plot showing the count of all uncharacterized CREs showing silencer activity, and counts of validated uncharacterized CREs overlapping with known repressor TFBS (TFBS belonging to REST, YY1, ZBTB33, SUZ12, and EZH2) or with other TFs motifs. **d** Box plot comparing the activity level distributions of validated uncharacterized CREs categorized to known repressor TFBS status and other TFs motifs (no known repressor TFBS status). *P*-value computed by *t* test. **e** Bar plot displaying the reporter expression for six silencer elements, two random controls, one enhancer and empty vector (SCP1 core promoter). The dotted horizontal line indicates the mean reporter expression of random regions and acts as a reference. *** denotes significantly lower reporter gene activity of tested silencer than that of corresponding random controls, and n.s. denotes not significant (*P-value < 0.05, **P-value < 0.01, ***P-value < 0.001, and *P*-values are computed using *t* test). Error bars represent the mean ± s.e.m. of biological replicates. In the box plots, bounds of the box spans from 25 to 75% percentile, center line represents median, and whiskers visualize 5 and 95% of the data points.

To validate the silencer activity from MPRA experiments, we tested three silencer elements via traditional reporter assays by cloning the silencer elements upstream of SCP1 core promoter + luciferase gene construct in K562 cells. We noticed a significant decrease in reporter gene expression for three out of three tested silencer elements compared with two random controls (Fig. 2e; Supplementary Data 3).

To further validate our hypothesis that uncharacterized CREs contain silencer elements, we performed CRISPR-Cas9 genome editing in K562 cells. We focused on uncharacterized CREs that are common to GM12878 and K562 cell lines with a known target gene from promoter-capture HiC^51^. We targeted sgRNAs to these uncharacterized CREs regions, hypothesizing that deletion of these elements would result in increased gene expression of the target gene if acting as a silencer element. We observed a general trend of significant increases in gene expression upon CRISPR-Cas9 targeting of these uncharacterized CREs in three of the five elements tested (Supplementary Fig. 2d and Supplementary Data 4). Collectively, our functional tests confirm that uncharacterized CREs contain true silencer elements.

### Candidate silencer element predictions

Recent studies showed that well-trained support vector machine (SVM) models can predict CREs from a given set of nucleotide sequences^52–54^. Using a gapped k-mer SVM (gkmSVM)^55,56^, we trained the classifier based on MPRA functional screening data to find candidate silencer elements from untested uncharacterized CREs in K562 and other cell and tissue types (Fig. 3a). We chose the top 2000 uncharacterized CREs sequences with the lowest MPRA activity as a positive set, and the bottom 2000 uncharacterized CREs with highest MPRA activity as a negative set for the gkmSVM model. 

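The 2000 tested elements with the lowest activity had a median log2 activity of -0.51, and the 2000 with the highest had a median of 0.37. The least extreme member had -0.31 in the lowest set and 0.14 in the highest set. By the edgeR test, 1996 elements of the lowest set were called lower than the control-random regions and 4 were not called, and 1976 of the highest set were called higher and 24 were not called. The sets differed in sequence content. RE1 matches were in 177 elements of the lowest set and in 1 of the highest set, whereas GC boxes of SP and KLF factors were in 57 and 277, AP-1 sites in 240 and 503, ZBTB33 sites in 13 and 71, and YY1 sites in 3 and 30. Runs of at least 8 T on the forward strand were in 144 elements of the lowest set and in 52 of the highest set. Mean GC content was 43.4 ± 6.77% in the lowest set and 47.3 ± 7.40% in the highest set (SD over elements, n = 2000 each).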

We trained the gkmSVM model on 80% of the data, and used the remaining 20% of data for testing the model. We checked the performance of the model on test data by generating the receiver operating characteristic (ROC) curve by plotting true positive rate versus false positive rate and the precision recall curve (PRC). 

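A gapped k-mer SVM was trained on the reference sequences of the 2000 lowest and 2000 highest tested elements, with 80% for training and 20% for testing. Over 10 random splits of the elements, the area under the ROC curve was 0.831 ± 0.014 (SD over splits), where 0.5 is the value without information, and the area under the precision-recall curve was 0.808 ± 0.021. With whole chromosomes held out for testing, the areas were 0.827 ± 0.017 and 0.814 ± 0.019 (SD over 10 splits). GC content as the only predictor gave 0.664 ± 0.018 and 0.626 ± 0.017 on the same splits. The kernel was written for this re-analysis with words of 10 nt, 6 informative columns and at most 3 mismatches, set from memory as the defaults of the package named in the methods, which was not run.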

The model accurately predicted the positive uncharacterized CREs on the test set and the model performance in terms of area under the curve (AUC) for ROC curve is 0.81 and for PRC is 0.76 (Fig. 3b, c). We then used this model for predicting candidate silencer elements across all cell types from the list of uncharacterized CREs. We chose the threshold for the gkmSVM score where the model’s accuracy is maximum in order to classify the positive uncharacterized CREs from the negative set. The percent of gkmSVM-positive predictions for candidate silencers range from 45% to 78% for human cell types, and it varies from 55% to 85% for mouse cell types (Supplementary Fig. 3a–c and Supplementary Data 5). We found a significant decrease in reporter gene expression for two out of three tested candidate silencer elements predicted by the SVM model compared to two random controls in K562 cells tested via reporter assays (Fig. 2e; Supplementary Data 3).

**Fig. 3:**
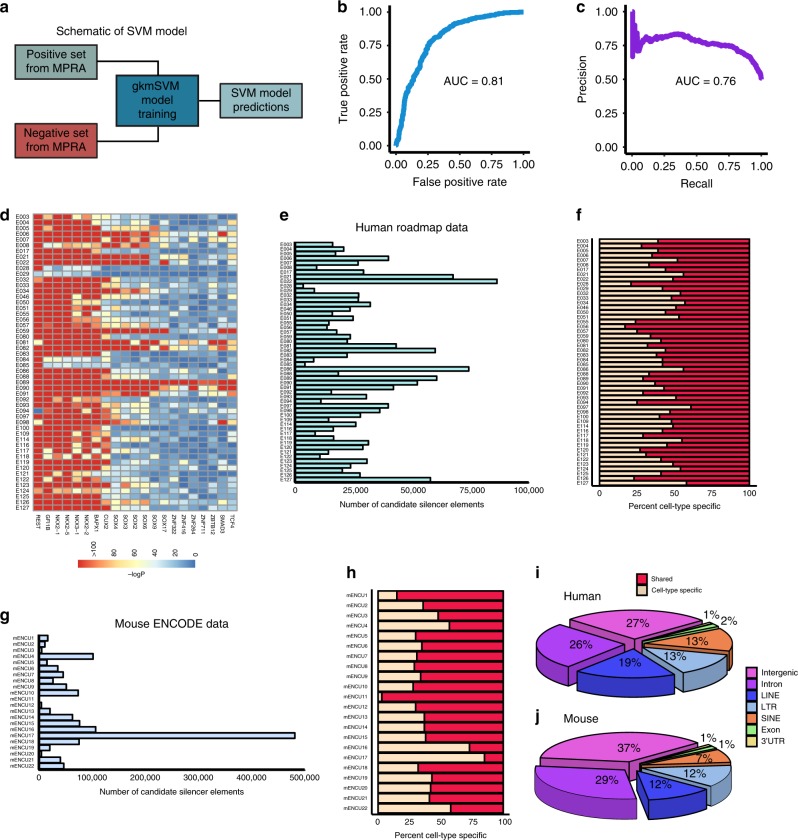
Overview of SVM model and candidate silencer element predictions. **a** Schematic overview of the gkmSVM model development for candidate silencer predictions. The trained gkmSVM model performance on test data shown by receiver operating characteristic (ROC) curve (**b**) and precision recall curve (**c**). **d** Heatmap of enrichment (-log(*P*-value)) of TF motifs at SVM positively predicted uncharacterized CREs (candidate silencers) relative to SVM negatively predicted uncharacterized CREs across 52 cell types and tissues from Roadmap. Barplots presenting the count of predicted candidate silencer elements across different cell types and tissues in human from Roadmap (**e**) and mouse genomes from ENCODE (**g**). Distribution of cell-type-specific candidate silencer elements in human (**f**) and mouse genomes (**h**). Pie chart showing the genomic distributions of candidate silencer elements in human (**i**) and mouse (**j**).

Next, we determined what features drove the SVM predicted silencers. To do so, we examined whether positively predicted candidate silencers by the SVM model are significantly enriched with known repressor TFs motifs in comparison with negatively predicted ones. Motifs belonging to REST, GFI1B, NKX TFs, BAPX1, and CUX2 are significantly enriched consistently across all cell types. In addition, SOX TFs, ZNF TFs, ZBTB12, SMAD3, and TCF4 are also enriched across many cell types (Fig. 3d). Previous studies reported that many of these TFs display repressor activity^57–64^. The enriched motifs are distinct from all uncharacterized CREs (Fig. 1d).

In total, we predicted 1,706,989 candidate silencer elements in human genome spanning across 82 cell and tissue types from the Roadmap^27^ and ENCODE consortia^28^, and 965,198 elements in the mouse genome for 22 cell and tissue types from the ENCODE consortium^28^ (Fig. 3e, g; Supplementary Fig. 3d and Supplementary Data 1). On average, ~33,600 elements and ~60,200 elements per cell type were identified in human and mouse genomes, respectively. We further filtered to identify cell-type-specific candidate silencer elements. In total, 1,230,490 cell-type specific candidate silencers in human cell types and 772,535 cell-type specific elements in mouse cell types are predicted (Fig. 3f, h; Supplementary Fig. 3e). The identified candidate silencer elements are largely present at intergenic, introns, and repeat elements of the genome for both human and mouse (Fig. 3i, j) and located relatively close to gene TSS (Supplementary Fig. 3f, g).

### Characterization of candidate silencer elements

We performed motif enrichment analysis to identify potential transcription factors binding at candidate silencer elements from all cell types compared with matched random genomic background. As expected, motifs belonging to REST are highly enriched in candidate silencers of all 52 tested Roadmap human cell types (Fig. 4a, b). Motifs of TFAP2C, NF1, BATF, BACH2, FRA1, ATF3, FOSL2, ZFX, EBF1, NFE2, and RFX family of TFs are also enriched at candidate silencers of many cell types. Previous studies reported that these TFs display repressor activity^29–32,65,66^. We furthermore performed TF motif enrichments at these candidate silencer elements compared with active enhancers and DHS elements to check if candidate silencers are distinguished from other categories of CREs. We find that motifs belonging to REST, ZFX, PITX1, ZNF family and many other TFs such as CUX1, FOSL1, GFI1B, and GATA family of TFs are significantly enriched, indicating that these elements contain silencer elements (Supplementary Fig. 4a, b).

**Fig. 4:**
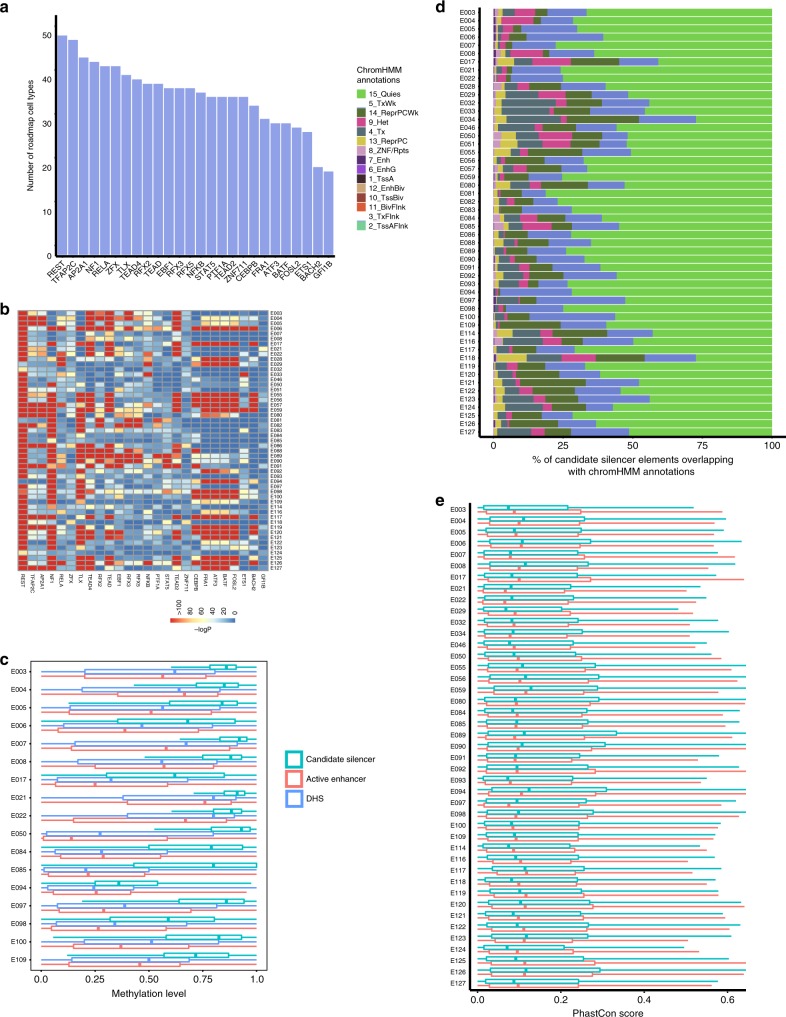
Characteristics of candidate silencer elements. **a** Bar plot presenting the count of cell types enriched with TF motifs at candidate silencer elements across 52 cell types and tissues from Roadmap. **b** Heatmap of enrichment (-log(*P*-value)) of TF motifs at candidate silencer elements across 52 cell types relative to random genomic background. **c** Box plot showing the distribution of methylation levels at candidate silencer elements, DHS and active enhancers across 17 cell types. **d** Bar plot showing the distribution of chromHMM annotations of candidate silencer elements across 52 human cell types. **e** Box plot of PhastCon conservation scores (seven ways) for candidate silencers and active enhancers across 52 cell types. In the box plots, bounds of the box spans from 25 to 75% percentile, center line represents median, and whiskers visualize 5 and 95% of the data points.

Next, we explored additional characteristics of the candidate silencer elements. DNA cytosine methylation is an important epigenetic modification affecting gene expression patterns during development and disease. DNA hypermethylation at promoters and CpG Islands often results in repression of gene expression and hypomethylation results in activation. Similarly, enhancer elements are either largely unmethylated or lowly methylated^67,68^. However, a number of transcriptional repressors are known to bind methylated DNA^69–71^, suggesting some silencer elements would be methylated. We computed the average methylation levels for candidate silencer elements using whole genome bisulfite sequencing (WGBS) data from 17 cell types and found them to largely be in a hypermethylated state (Fig. 4c). We also compared the average methylation of active enhancers (DHS marked with H3K4me1 + H3K27ac) and all DHS elements for corresponding cell types and found significantly (*P*-value < 2.2e-16) lower methylation for enhancers and DHS than at candidate silencers. Candidate silencers are on average 71.5% methylated compared with 43% methylation in active enhancers, and 46% methylation in DHS elements across the 17 cell types (Fig. 4c).

Enhancers and promoters can be annotated in the genome based on distinct chromatin signatures^72^. Such a chromatin signature for silencers would facilitate their genomic localization. To investigate such, we made use of already available chromHMM annotations for 52 human cell types from the Roadmap consortium. Unfortunately, the majority of the candidate silencer elements belong to a largely uncharacterized annotation category or lack of known histone modification signal (quiescent: Quies) (Fig. 4d). This uncharacterized category varies from 27% to 81% across cell types. The next three categories are weak transcription (TxWk) and weak polycomb repressor complex (ReprPCWk) followed by heterochromatin (Het). While limited, all three categories are consistent features of transcriptional repression and some repressor TFs. In addition to chromHMM annotations, we also looked at the silencer overlaps with repressive regions marked with H3K27me3 and H3K9me3 histone modifications. We found that on average ~2.7% and ~3.3% of silencer elements are present at H3K27me3 and H3K9me3 regions, respectively, and ~5.9% of elements present at one of these regions. In this analysis, we also checked whether candidate silencers are distinguished from other random accessible elements by comparing their chromHMM annotations. The random accessible elements are enriched with enhancers (Enh and EnhG), active TSS (TssA), flanking active TSS (TssAFlnk), and to some extent with uncharacterized category (Quies) (Supplementary Fig. 4d–i). This analysis also supports that the predicted candidate silencers are distinct from other CREs.

Lastly, we examined conservation scores to check whether candidate silencer elements are conserved in vertebrate evolution. We used the seven-way phastCons score comparing the human genome to six other vertebrate genomes. The computed phastCons scores suggest that candidate silencer elements are moderately conserved across species in orders of magnitude similar to enhancer elements^73^ (Fig. 4e). The average phastCon score for candidate silencers is 0.183, whereas for active enhancers it is 0.177 across 52 cell types.

### Candidate silencer elements interact with inactive genes

Previous promoter-capture HiC (p-CHiC)  studies reported that promoters of transcriptionally inactive or lowly expressed genes are interacting with uncharacterized regions of genome, which suggests that they may act as silencers^51,74^. We investigated whether our predicted candidate silencer elements are interacting with inactive genes. For this analysis, we obtained five p-CHiC data sets, three in human (GM12878, CD34^+^ and H9 cells), and two in mouse (mESCs and mouse fetal liver cells (FLCs)) cell types (Fig. 5; Supplementary Fig. 5)^51,74^. We overlapped respective candidate silencer elements with non-baited fragments (or promoter-interacting fragments) to find their interacting genes. We exclusively focused on interactions that were separated by a distance of at least 10 kb between gene promoter and promoter-interacting fragments. This criterion removes the high frequency of close-proximity ligation events in the HiC data. In total, we find 12,321 candidate silencers from GM12878 are interacting with 17,250 genes in GM12878 cells and 5907 candidate silencers from CD34^+^ cells are interacting with 8599 genes in CD34^+^ cells. We find 4631 and 1621 inactive genes (with RPKM = 0) are interacting with 8329 and 1993 candidate silencers in GM12878 and CD34^+^ cells, respectively (Fig. 5a, d; Supplementary Fig. 5a, d). An additional set of 5918 and 3015 lowly expressed genes (with RPKM between >0 and 2) are interacting with 9412 and 3647 candidate silencer elements in GM12878 and CD34^+^ cells (Fig. 5a, d; Supplementary Fig. 5a, d). These results indicate that candidate silencers can interact with more than one gene and also multiple candidate silencers can interact with a single gene. Similar trends are observed in H9 cells as well (Supplementary Fig. 5g). Furthermore, the overall expression of all genes interacting with candidate silencers showed a significantly lower expression than genes interacting with active enhancers in both GM12878 and CD34^+^ cells (Fig. 5b, e). Next, we looked at the chromatin states of transcription start sites (TSS) of genes interacting with candidate silencers categorized into different expression ranges (Fig. 5c–f; Supplementary Fig. 5h). The majority of inactive gene TSS are uncharacterized with no known chromatin mark (Quies: GM12878 − 50%; CD34 − 52%; H9 − 59%) and to some extent enriched with weak polycomb repressor complex (ReprPCWk: GM12878–22%; CD34–17%; H9–5%), weak transcription (TxWk: GM12878–10%; CD34–6%; H9–7.5%), followed by heterochromatin (Het: GM12878–3%; CD34–3%; H9–1.3%). These chromatin states might be expected for genes repressed through distal silencers. In contrast, highly expressed genes are enriched with active TSS (TssA: GM12878–43%; CD34–30%; H9–55%) and transcription (Tx: GM12878–21%; CD34– 30%; H9–30%) annotation categories. The fraction of uncharacterized and active TSS are in opposing trends with increasing gene expression (Fig. 5c, f; Supplementary Fig. 5h).

**Fig. 5:**
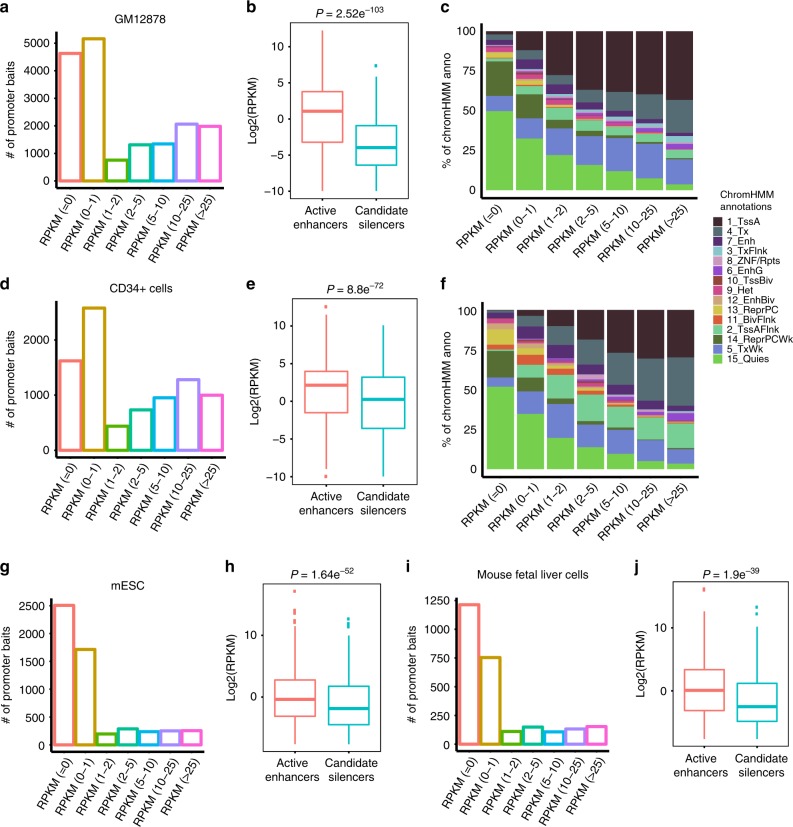
3D Genome interactions of candidate silencer elements. **a** Bar plot presenting the counts of genes expressed at different expression levels (RPKM) interacting with candidate silencer elements in GM12878 cells. **b** Box plot comparing the expression levels (RPKM) of genes interacting with candidate silencer elements and active enhancers in GM12878 cells. **c** Bar plot showing the distribution of chromHMM annotations for TSS of genes interacting with candidate silencer elements in GM12878 cells. **d** Bar plot presenting the counts of genes expressed at different expression levels (RPKM) interacting with candidate silencer elements in CD34^+^ cells. **e** Box plot comparing the expression levels (RPKM) of genes interacting with candidate silencer elements and active enhancers in CD34^+^ cells. **f** Bar plot showing the distribution of chromHMM annotations for TSS of genes interacting with candidate silencer elements in CD34^+^ cells. **g** Bar plot presenting the counts of genes expressed at different expression levels (RPKM) interacting with candidate silencer elements in mouse embryonic cells (mESCs). **h** Box plot comparing the expression levels (RPKM) of genes interacting with candidate silencer elements and active enhancers in mESCs. **i** Bar plot presenting the counts of genes expressed at different expression levels (RPKM) interacting with candidate silencer elements in mouse fetal liver cells (FLCs). **j** Box plot comparing the expression levels (RPKM) of genes interacting with candidate silencer elements and active enhancers in FLCs. *P*-values computed by one-tailed Wilcoxon rank-sum test. In the box plots, bounds of the box spans from 25 to 75% percentile, center line represents median, and whiskers visualize 5 and 95% of the data points.

We repeated the p-CHiC analysis with the mouse data sets and found more profound results (Fig. 5g–j). Briefly, a total of 6707 candidate silencers from mESCs are interacting with 5445 genes in mESCs and 2107 candidate silencers from FLC are interacting with 2619 genes in FLCs. We find 4220 and 1968 genes with RPKM in the range of 0–1 are interacting with 5674 and 1770 candidate silencers in mESCs and FLCs, respectively (Fig. 5g, i; Supplementary Fig. 5i, j). Overall, 81% and 79% of all silencer interacting genes are within the expression range of 0–2 RPKM in mESCs and FLCs, respectively (Fig. 5g, i; Supplementary Fig. 5i, j). Silencer interacting genes showed overall lower expression than enhancer interacting genes in both cell types (Fig. 5h, j). Altogether, this analysis provides strong evidence for silencer activity for the candidate silencer elements.

### Disease-associated variants are enriched at silencer elements

Several earlier studies showed that disease-associated single-nucleotide polymorphisms (SNPs) from genome-wide association studies (GWAS) are prevalent at noncoding regions of the genome, especially at CREs, and often in enhancers of cells thought to be associated with the disease^27,75–77^. We next investigated whether candidate silencer elements were also enriched for disease-associated variants, as this would alter how the functional impact of the variant is interpreted for distal CREs. First, we determined how many SNPs are present at candidate silencer elements. For this, we downloaded all disease SNPs from the NHGRI-EBI GWAS catalog. We included both lead SNPs and SNPs in linkage disequilibrium (LD) (*r*^2^ ≥ 0.8) for overlap with candidate silencer elements. We found that 57,961 SNPs belonging to 2214 disease traits are present at silencer elements across all cell types. Next, we examined significant enrichment of specific disease SNPs at silencers for each cell type. This analysis resulted in ~20% of these diseases (451 out of 2214) being significantly enriched (adjusted *P*-value < 0.01, hypergeometric test) at silencers for one or more cell types (Fig. 6a, b; Supplementary Fig. 6a, b). Next, we asked whether these disease SNPs are enriched in relevant disease cell types. As a test case, we examined whether enrichment of autoimmune diseases are specific to blood cell types (Fig. 6c; Supplementary Fig. 6c, d). Indeed, we found systemic sclerosis, rheumatoid arthritis, asthma and hay fever, type 1 diabetes, and amyloid A serum levels to be specifically enriched at candidate silencer elements of blood cell types. Overall, our results illustrate that candidate silencer elements are also enriched with disease-associated SNPs similar to other *cis*-regulatory elements.

**Fig. 6:**
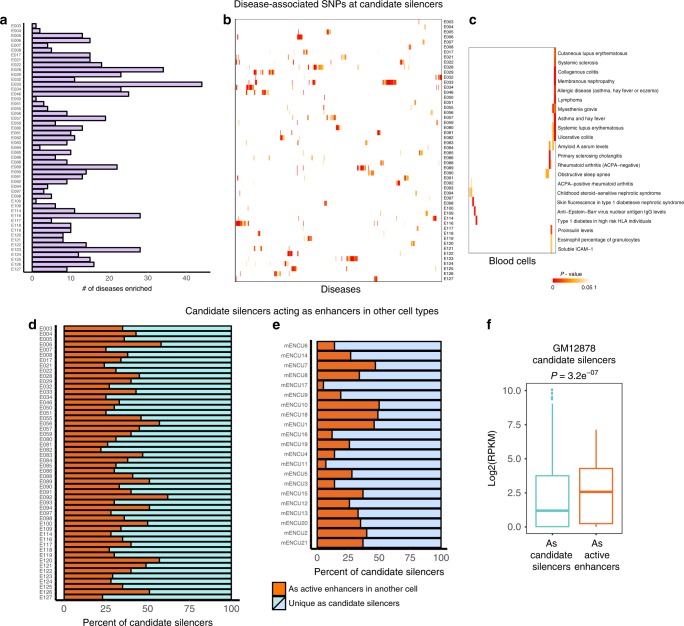
Candidate silencer elements are enriched for GWAS SNPs and can act as enhancers in other cell types. **a** Bar plot presenting the count of GWAS SNPs belonging to various disease traits enriched (adj.*P*-value < 0.01) at candidate silencer elements of 52 cell types and tissues from Roadmap. **b** Heatmap of enrichment (-log10(*P*-value)) of 451 disease traits SNPs across 52 cell types. Columns represent disease traits and rows are cell types. **c** Heatmap of SNP enrichment (-log10(*P*-value)) for autoimmune disease traits across blood cell types. Bar plot showing the fraction of candidate silencer elements identified in one cell type acting as enhancers in other cell types for human Roadmap data (**d**) and mouse ENCODE data (**e**). **f** An example of GM12878 silencers acting as enhancers in CD34^+^ cells. Box plot comparing the expression distribution of interacting genes. *P*-values computed by one-tailed Wilcoxon rank-sum test. In the box plots, bounds of the box spans from 25 to 75% percentile, center line represents median, and whiskers visualize 5 and 95% of the data points.

### Silencer elements can act as enhancers in other cell types

We asked whether identified candidate silencer elements in one cell type act exclusively as silencers or can also enhance gene expression, i.e., act as active enhancers in other cell types. To verify this, we intersected the candidate silencer elements from each cell type with active enhancers (overlapping DHS marked with H3K4me1 + H3K27ac) of the remaining cell types. Interestingly, we found that 22–62% of candidate silencer elements from one cell type can act as enhancers in at least one other cell type (Fig. 6d). For the mouse candidate silencer elements, it varies from 5% to 50% (Fig. 6e). This accounts for 25.3% and 15.5% of all human and mouse candidate silencers, respectively. We hypothesize that silencers need a limited set of TFs compared to active enhancers for regulating the transcriptional output. In order to verify this feature, we made use of high-resolution digital genomic footprint (DGF) data, which indicates TF binding at single-nucleotide resolution at regulatory elements. First, we compared the number of DGFs per silencer and active enhancer elements for the same cell type across cell types and found on average lower DGFs per silencer than active enhancer (Supplementary Fig. 6e). Next, we compared the DGFs per element at candidate silencers in one cell type and switching to enhancers in other cell types and found on average lower DGFs per element when acting as a silencer than acting as an enhancer in other cell types (Supplementary Fig. 6f). Next, we wanted to verify this feature of silencers acting as enhancers by looking at their interacting gene expression distribution. As a test case, we identified candidate silencer elements in GM12878 cells that overlap with (or switch to) active enhancer elements of CD34^+^ cells. We then found enhancer interacting genes in CD34^+^ cells from p-CHiC data as was done for silencer interacting genes in GM12878 cells and compared the target gene expression levels in their respective cell types. The relative expression of silencer interacting genes in GM12878 cells is indeed significantly less compared with the expression of interacting genes in CD34^+^ cells when silencers are acting as enhancers (Fig. 6f). Promoter elements frequently harbor multiple, yet distinct, regulatory sequences, including the core promoter, enhancer elements, and silencer elements. Our analysis of candidate distal silencers elements indicates that a subset can likely function as or are part of the same *cis*-regulatory element as enhancers.

## Discussion

The precise control of gene expression, either activation or repression, is essential for changes in cell fate and cellular response to external cues. That control is ultimately mediated by CREs in the genome and their cognate binding factors. Though silencers have shown to be analogs to enhancers in that they can be distal to the genes they regulate and often function in a position- or orientation-independent manner^4^, silencers lack a unique chromatin signature to aid their genome-wide identification. Here, we developed a simple computational (SSA) approach to first identify genome-wide uncharacterized CREs containing candidate silencer elements. Then, functional screening via MPRAs was performed on a select subset of 7500 uncharacterized CREs to identify the true silencer elements. MPRA assays confirmed silencer activity for 41.5% of tested uncharacterized CREs. This validation rate is within the range or above what was shown for enhancer functional validation studies^26,78^. However, it is susceptible to false negatives due to caveats of in vitro reporter assays. It is also feasible that weak silencers were not detected given that the origin of replication can act as a promoter and also need to be repressed^79^. As further evidence of silencer activity, we tested a handful of silencer elements via traditional reporter assays, mitigating any effect of being in the 3′ UTR, and also demonstrated via CRISPR-Cas9 experiments that silencer deletions trend toward increased target gene expression.

Based on our MPRA data, we trained an SVM model to predict candidate silencer elements from untested uncharacterized CREs in K562 and other cell and tissue types. We find that candidate silencer elements are enriched with many known repressor TF motifs. P-CHiC interactions showed that inactive and lowly expressed genes are interacting with candidate silencer elements. These results strongly support the annotation of silencer elements in the human and mouse genomes. We acknowledge that this may still be an overestimate as the majority of these candidate silencer elements are model predicted, and large-scale functional validation screens are needed to obtain an accurate count of silencers. In addition, some cell-, tissue-, or species-specific silencers may be missed. Furthermore, these predictions also rely on the annotation of DHS in each genome, which are subject to some degree of both false positive and false negative calls.

The vast majority of disease-associated SNPs are known to occur outside of coding regions^80^. Similar to enhancers, we found disease-associated SNPs are also enriched at candidate silencer elements of relevant disease cell types or tissues^27^. Mutations within silencer elements may provide one means for genes to escape repression in a disease-specific manner and have implications for other diseases such as various cancers.

Overall, we find that the characteristics of the predicted candidate silencer elements are expected of silencer elements and are in contrast to that of active enhancers. The catalogs of candidate silencer elements presented here across many cell types and tissues for human and mouse may serve as a resource that complements the ENCODE^28^ and Roadmap consortia^27^ catalogs for other CREs. This approach should also prove applicable to future data sets from other cell types and across several species.

## Methods

### Processed data sets used

We obtained uniformly processed consolidated epigenome data of ChIP-seq and DNase-seq from the Roadmap consortium for 52 human cell types. We used narrow peaks called by MACS2 program for DNase-seq and broad peaks called by MACS2 program for H3K4me1, H3K4me3, and H3K27ac histone modifications. We directly obtained the peaks files from NIH Epigenomics Roadmap project^27^ (http://egg2.wustl.edu/roadmap/web_portal/processed_data.html). Similarly, we obtained the data for mouse (mm10) cell types and another 30 human cell types from the ENCODE consortium (https://www.encodeproject.org/matrix/?type=Experiment)^28^. We used the peak files generated by the uniform ENCODE Processing Pipeline. We merged the peaks files for each cell type if data are available from different sources. The CTCF TFBS are obtained from CTCFBSDB 2.0 (http://insulatordb.uthsc.edu/) for both human and mouse^81^. The gene TSS coordinates were obtained from GENCODE annotations for human (GRCh37.p13/hg19) and mouse (GRCm38.p5/mm10)^82^.

### Simple subtractive analysis approach

In the SSA approach, we used DNase-seq peaks as open chromatin (DHS), H3K4me3 peaks, and TSS plus 2000 bp upstream and 500 bp downstream of TSS of all GENCODE genes as promoter elements, H3K4me1 peaks as enhancer elements, and CTCF TFBS as insulator elements. We start with DHS peaks and removed DHS overlapping with any of enhancer elements or promoter elements or insulator elements in a cell-type specific manner, and the remaining non-overlapping DHS peaks are termed as uncharacterized CREs. We included CTCF TFBS from all cell types during subtractive analysis as these TFBS are largely shared across cell types. We used the BEDTools suite for genomic subtractive analysis^83^. The large variations in the number of uncharacterized CREs across cell types is most likely due to the quality of available chromatin data.

### Cell culture

All experiments are performed in K562 cells. Cells obtained from the ATCC (CCL-243) are grown at 37 °C and 5% CO_2_ in RPMI-1640 (Gibco) medium with 10% fetal bovine serum (Gibco) and 1% penicillin–streptomycin.

### Massively parallel reporter assays (MPRAs)

To multiplex testing for silencer activity of uncharacterized CREs, we leveraged synthetic oligonucleotide array synthesis and adopted the STARR-seq (self-transcribing active regulatory region sequencing) method as described in ref. ^41^. To select control-random regions, first we downloaded histone marks and DHS data in terms of processed peaks for K562 cells from the Roadmap Consortium. Next, we randomly selected genomic regions as control elements not overlapping with any of those annotated regions or any of Refseq annotations (promoters, genes, 3′UTRs, 5′UTRs, exons, introns, transcripts, CDS) as to avoid CREs as controls, as these were selected separately. Control enhancer and control silencer elements were obtained from a previous study^26^. An oligonucleotide library was synthesized containing 200 nt of genomic regions with 15 nt of flanking sequence matching the Illumina primer sequence (Agilent, Inc). The obtained library was PCR amplified using primer “Starr-seq_homology_forward: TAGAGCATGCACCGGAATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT” and “Starr-seq_homology_reverse: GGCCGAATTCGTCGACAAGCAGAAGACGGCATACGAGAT[6-base-barcode]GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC” to add Illumina primer sequence and 15 bp of sequence matching the STARR-seq backbone (Addgene: 71509) for In-Fusion cloning (Clontech). The library was amplified with KAPA Hi-fi 2×(Kapa biosystem) with the following thermal condition (98 °C for 2 min, amplification with ten cycles of 98 °C for 20 s, 65 °C for 15 s, and 72 °C for 30 s; final extension at 72 °C for 2 min). The resulting product was purified using Ampure-XP beads at 1.8× beads: reaction ratio. The STARR-seq screening vector was digested for 6 h with SalI-HF and AgeI-HF and the linearized backbone was run on a gel  and purified with a gel purification kit (Qiagen). In total, 200 ng of backbone and 50 ng of pooled insert were cloned in four 10 μl Infusion-HD reactions incubating at 50 °C for 15 min (Clontech). Resulting products were then combined and purified using Ampure-XP beads with a 1× volume of beads and eluted in 8 μl of purified water and electroporated into NEB® 10-beta electrocompetent cells at a ratio of 2 μl of reaction to 20 μl of competent cells for a total of four electroporations using a Bio-Rad GenePulserR II electroporator, with the following electroporation conditions: 2.0 kV, 200 Ω, 25 μF. Transformations were recovered for 1 h in SOC medium while shaking (220 rpm, 37 °C), and then grown for 16 h in 500 mL of Luria Broth while shaking (220 rpm, 37 °C). The STARR-seq input library was then purified using the Qiagen Plasmid Maxi prep kit. K562 cells were electroporated with a Neon transfection kit and device (Invitrogen) with the following transfection parameters: pulse voltage: 1450; pulse width: 10; pulse number: 3. Five replicate transfections were performed. Cells were grown in antibiotic-free media for 24 h. Cell pellets were rinsed once with PBS, and then lysed in 2 ml of RLT buffer (Qiagen) with 2-mercaptoethanol. The total RNA was prepared using the QIAGEN RNeasy Plus kit. Poly-A RNA was isolated from 50 μg of the total RNA using the µMACS mRNA isolation kit. RNA was treated with turboDNase (4U) for 30 min at 37 °C. DNase-treated poly-A RNA was purified using the RNeasy kit. mRNA and RT primer “RT-primer: CAAACTCATCAATGTATCTTATCATG” were incubated at 65 °C for 5 min, and cDNA was synthesized using Superscript III by incubating for 1.5 h at 55 °C then inactivated at 80 °C for 15 min. Following synthesis, cDNA was treated with RNaseA (Sigma) at 37 °C for 30 min. cDNA was purified using Ampure beads in a 1.5:1 bead:cDNA ratio and then amplified and indexed for sequencing using a two-stage PCR as described previously^41^. The cDNA sample from each replicate was used as an input into the first round gene-specific PCR using primers “targeted_library_F: GGGCCAGCTGTTGGGGTG*T*C*C*A*C” and “targeted_R: CTTATCATGTCTGCTCGA*A*G*C”, and input sample from each replicate was amplified using primers “targeted_input_F: GGGCCAGCTGTTGGGGTG*A*G*T*A*C” and “targeted_R: CTTATCATGTCTGCTCGA*A*G*C” and KAPA Hi-fidelity polymerase. PCR conditions were: 98 °C for 2 min, amplification with 12 cycles of 98 °C for 20 s, 65 °C for 20 s, and 72 °C for 60 s; final extension at 72 °C for 2 min. * = Phosphorothioated DNA bases.

Samples were then purified using the Zymo PCR purification kit and eluted in 15 μl of nuclease-free water. The resulting products were used as templates for the second round of PCR, which used a standard Illumina TruSeq indexing primer on the p5 end of the library and custom indexing primers to barcode the samples for multiplexing prior to sequencing (98 °C for 2 min, amplification with six cycles of 98 °C for 15 s, 65 °C for 30 s, and 72 °C for 30 s; final extension at 72 °C for 2 min. Final sequencing libraries were purified with Ampure-XP beads (Beckman Coulter) at a 1.8× SPRI: PCR ratio. All libraries were sequenced on Illumina NextSeq 500 performing 1 × 75 cycles.

### MPRA data normalization and analysis

We generated data in five biological replicate measurements. Sequencing raw reads from RNA and plasmid libraries are checked for adapter sequences and low quality reads (q-score < 20) using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed using TrimGalore package (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Trimmed reads were mapped to human genome (hg19) using the Bowtie2 aligner^84^. The mapped reads were quantified against all tested sequences using “featureCounts” function from the Rsubread package^85^. The biological replicates were checked for similarity. We retained tested sequences for downstream analysis only if it contain reads at minimum three biological replicates at both RNA and plasmid libraries. The RNA and plasmid read counts were normalized by respective library size, and the normalized silencer element activity (fold change) is defined as ratio of RNA to plasmid counts averaged over biological replicates divided by mean ratio of RNA to plasmid counts of random control regions for each tested sequence. One-tailed *t* test was used to find significant differences in tested silencer activity over control-random regions activity. The computed *P*-values are adjusted with Benjamini–Hochberg method to control for false discovery rate. Then, the potential silencers were identified as sequences with fold change less than one and adjusted *P*-value < 0.05. We compared the relative activity of tested uncharacterized CREs with that of control enhancers and control silencers and statistical significance were assessed using two-tailed *t* test.

### Reporter assays

Reporter libraries: The STARR-seq luciferase validation vector_SCP1_empty (Addgene: 99299)^79^ was digested for 6 h with BslI, and a linearized vector was purified by gel purification kit (Qiagen) and treated with Calf Intestine Alkaline Phosphatase (CIP). In total, 100 ng of backbone and 20 ng of gel-purified PCR product of candidate regions having 15 bp flanking for vector insert were cloned using Infusion-HD reactions by incubating at 50 °C for 15 min (Clontech). Resulting products were electroporated into NEB® 10-beta electrocompetent cells at a ratio of 2 μl of reaction to 20 μl of competent cells using a Bio-Rad GenePulserR II electroporator, with the following electroporation conditions: 2.0 kV, 200 Ω, 25 μF. Transformations were recovered for 1 h in SOC medium while shaking (220 rpm, 37 °C) and then grown under ampicillin selection. To avoid false positives, colony PCR was performed for the selected colonies using site-specific primers sets. The PCR-confirmed colonies were then grown for 16 h in 50 mL of Luria Broth with ampicillin selection while shaking (220 rpm, 37 °C). The input libraries were then purified using the Qiagen Plasmid Midiprep kit.

qPCR method: In all, 1 × 10^6^ K562 cells were electroporated with 7.2 µg of the STARR-seq luciferase validation (firefly luciferase) reporter plasmid and 800 ng of *Renilla* luciferase control plasmid (pGL4.74 ([*hRluc*/TK]). A total of six silencer element STARR-seq plasmids, two random control plasmids, and an empty vector plasmid were tested in three independent transfections. qPCR to quantify firefly luciferase transcripts normalized to *Renilla* luciferase transcripts was performed 24 h after transfection. Cells were lysed using QIAshredder columns, and the total RNA was extracted using the RNeasy miniprep kit, with beta-mercaptoethanol supplemented RLT buffer. In all, 1 µg of the total RNA was treated with recombinant DNaseI for 30 min at 37 °C followed by the removal of rDNaseI using a DNase inactivation reagent. The DNaseI-treated RNA was reverse transcribed using Invitrogen′s Superscript IV Vilo kit (25° for 10 min, 50 °C for 10 min, 85 °C for 5 min), followed by qPCR on 2 µl of diluted (1:5) cDNA using Go Tag SYBR Green qPCR Master Mix in a total volume of 10 µl with 0.5 µM gene-specific qPCR primers (95 °C, 2 min; 95 °C, 3 s; 60 °C, 30 s; 40 cycles total, see the Table provided below for primers)^79^.

Table for qPCR primers:

FF_fwd: GTGGTGTGCAGCGAGAATAG

FF_rev: CGCTCGTTGTAGATGTCGTTAG

RL_fwd: CAACTACAACGCCTACCTTCG

RL_rev: CGGTGTTAGGGAACTTCTTAGCTC

qPCR analysis for reporter assay: Firefly luciferase Ct values for each candidate region were normalized to Renilla firefly Ct values using delta-Ct method^86^. Delta-delta-Ct values were calculated between silencer elements and random controls were displayed as average (2^−∆∆ct^).

### CRISPR-Cas9 mediated characterization of candidates

The CRISPR-Cas9 system was used to edit potential silencer regions in K562 cells. Briefly, three gRNAs spanning each silencer region and one non-targeting control gRNA (targeting lambda-phage DNA) were designed using CCTop^87^, (https://crispr.cos.uni-heidelberg.de/index.html). CCTOP predicted target sgRNA were selected according to their best hit/least off-target parameters (pattern: N20NGG, core length = 12, max. core mismatches = 2, max. total mismatches = 4). Each gRNA template was ordered in the form of Gblocks from IDT and cloned into the lenti Guide puro vector (Addgene: #73795). gRNA plasmids along with SpCas9-HF1 (Addgene: #72247) were transfected using the Neon electroporator. Twenty-four hours post transfection, puromycin selection was applied for 48 h. Cells were further transduced using adenovirus vector expressing Cas9 (kindly provided by Andre Lieber’s laboratory) at 2000 MOI. Ninety-six hours post transfection, RNA isolation was performed with TRIzol™ according to the manufacturer’s protocol. cDNA synthesis were carried out using SuperScript™ IV VILO™ Master Mix with the ezDNase kit. To determine the effect on the expression of candidate target genes, primers were selected from primer bank (https://pga.mgh.harvard.edu/primerbank/). See Supplementary Data 4 for a list of primers and guideRNA sequences. qRT-PCR was performed on three biological replicates consisting of three technical replicates each. QuantStudio™ 3 System with KAPA SYBR® FAST qPCR master mix was used to calculate Ct value. Ct values were normalized using two internal references 18S rRNA & GAPDH RNA. Delta-Ct values were compared between experimental condition and control to calculate the differences in expression status. Statistical significance was assessed using one-tailed Student’s *t* test. Our current experimental design is limited in that we are examining the effects of deletions in a highly heterogeneous (polyclonal background) population and used only a single non-targeting control gRNA targeting lambda-phage DNA.

### SVM model development and silencer element predictions

We used the R package “gkmSVM” for SVM model training and candidate silencer element predictions from untested uncharacterized CREs in K562 cells and other cell types^56^. We chose the top 2000 candidate silencer sequences with lowest activity as a positive set and bottom 2000 silencers with highest activity as a negative set for SVM model training with default settings from the package. We used 80% of data for training, and the remaining 20% data for testing the model. We evaluated the performance of the model on test data by generating the ROC curve by plotting true positive rate versus false positive rate and the precision recall curves (PRC). We then used this model for predicting candidate silencers across all cell types from the list of uncharacterized CREs. We chose the threshold for the gkmSVM score where the model’s accuracy is maximum in order to classify the positive uncharacterized CREs, i.e., candidate silencer elements from negative ones.

### Genomic annotation of candidate silencer elements

The genomic annotations of predicted candidate silencers in human and mouse are performed using the HOMER suite^88^ (*annotatePeaks.pl*).

### Candidate silencer elements overlap with repressor TFBS

The well-known repressor TFBS such as REST, YY1, ZBTB33, SUZ12, and EZH2 for cell types GM12878, H1, K562, and HEPG2 are directly downloaded from ENCODE project as processed peak files. We computed the enrichment (number of overlaps) of repressor TFBS at candidate silencer elements using BedTools suite^83^.

To compute the statistical significance for enrichment of candidate silencer elements at repressor TFBS relative to random DHS and random enhancers, we performed 10,000 random permutation tests and computed *P*-values. Briefly, we randomly selected the same number of DHS elements or enhancers as silencer elements and overlapped with repressor TFBS and compared these overlaps with silencer overlaps. Then, *P*-value is computed as follows:

1 $$P = \frac{{\Sigma n + 1}}{{N + 1}}.$$

Where, ∑*n* is the number of permutations where expected overlaps (random DHS or enhancer overlaps with repressor TFBS) are greater than observed overlaps (silencer elements overlaps with repressor TFBS) and *N* (=10,000) is the total number of permutations. The data in figures are represented as mean ± s.d.

### Motif enrichment analysis

Motif analysis to find enriched TF motifs at candidate silencer elements relative to matched random genomic background were performed with HOMER suite (*findMotifsGenome.pl* -size given). In addition, we also identified enriched motifs at silencer elements relative to all DHS elements and enhancers within the same cell type as backgrounds. The enrichment of *P*-values are computed using binomial distribution. Enriched motifs are defined at adjusted *P*-value < 0.001. Heatmap visualizations are created using R package “pheatmap” and “ggplot2”.

### Computing average methylation values

The methylation value for each cytosine from WGBS data for 17 cell types were obtained from NIH Epigenomics Roadmap project as bigwig files. The bigwig files were converted to bedgraph files via UCSC file conversion tool (*bigWigToBedGraph*), and we computed the average methylation levels across candidate silencer elements, DHS peaks and active enhancers.

### chromHMM annotation data sets

The chromHMM annotation categories for all 52 human cell types are obtained from NIH Epigenomics Roadmap project. We used the core 15-state model for chromatin state learning for predicted candidate silencer elements and for TSS of genes interacting with candidate silencer elements. In addition, we also computed the overlaps of randomly selected DHS elements at chromHMM annotations. We repeated this process over 1000 random permutations and took the mean values over 1000 permutations.

### Computing average phastCon conservation scores

We computed average phastCons scores for candidate silencer elements and active enhancers using the R/Bioconductor package “phastCons7way.ucsc.hg38” with “scores” function.

### Promoter-capture HiC data sets used

We obtained promoter-capture HiC data for GM12878 and CD34^+^ cells in human from ref. ^51^ and H9 cells from ref. ^89^ and mouse embryonic cells (mESCs) and mouse fetal liver cells (FLCs) from ref. ^74^. The processed significant promoter—other end-fragment interactions were directly obtained from the authors’ supplementary data. The corresponding promoter gene expression data for GM12878 and CD34^+^ cells are obtained from NIH Epigenomics Roadmap project, and for mESC and FLC are obtained from the ENCODE project. To find the target genes interacting with candidate silencer elements, we overlapped silencer elements with other end fragments. Then, we looked at the expression distribution of those target genes in the respective cell type. Similarly, we overlapped active enhancers with other end fragments to find enhancer interacting genes. We defined active enhancers as DHS overlapping both H3K4me1 and H3K27ac (DHS + H3K4me1 + H3K27ac).

### Disease SNPs analysis

Disease-associated SNPs were obtained from NHGRI GWAS catalog (https://www.ebi.ac.uk/gwas/docs/file-downloads) dated March 2019, and SNP coordinates are converted from GRCh38 to hg19 using UCSC liftOver tool. We included both lead SNPs and SNPs in LD block (*r*^2^ > = 0.8) for overlap with silencer elements. The SNPs in LD (proxy SNPs) were obtained from SNAP web server (http://archive.broadinstitute.org/mpg/snap/ldsearch.php)^90^. The enrichment of disease SNPs to candidate silencer elements for each cell type are obtained by comparing the relative enrichment of particular disease SNPs against the rest of disease SNPs using a hypergeometric distribution.

### Statistical tests and visualizations

All the statistical tests are performed in the R environment (https://www.r-project.org/). Graphs and visualizations are prepared using “ggplot2” and “gplots” R packages.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The sequencing data generated by this study have been deposited into NCBI Gene Expression Omnibus (GEO) under accession GSE142207. All processed data, including catalogs of candidate silencers, are made available through the Open Science Framework [https://osf.io/hzc3p/]. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding authors upon reasonable request.

# Supplementary material for: Candidate silencer elements for the human and mouse genomes
**Source:** Nat Commun. 2020 Feb 26;11:1061. doi: 10.1038/s41467-020-14853-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Overview of cell types and count of uncharacterized CREs per cell type

File Name: Supplementary Data 2

Description: MPRA tested uncharacterized cis-regulatory elements along with control elements and their activity levels

File Name: Supplementary Data 3

Description: Reporter assays testing silencer elements along with control elements and their activity levels

File Name: Supplementary Data 4

Description: Primer and gblock sequences used in CRISPR-Cas9 experiments

File Name: Supplementary Data 5

Description: SVM model identified candidate silencer elements

How the deposited data were processed for this re-analysis (not part of the article)

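The measurements are an MPRA in K562 cells with 5 reporter RNA libraries and 5 plasmid DNA libraries. The authors checked the reads with FastQC, trimmed low-quality bases with Trim Galore, mapped the reads to hg19 with Bowtie2 and counted them per element with featureCounts of Rsubread, as the methods and the submitters' processing notes say. The versions of these tools are not given in the sources used here. The deposited values are raw read counts per element and library, with no normalization by the authors, in a table of 7547 elements, and no column of another sample was present. No UMIs were used, so PCR copies of 1 molecule count as separate reads.

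All values in the text were computed from these counts. Library sizes were the column totals, 20304089 to 28468902 reads for reporter RNA and 15794224 to 25898002 for plasmid DNA. Elements with reads in fewer than 3 RNA or fewer than 3 plasmid libraries were left out, as in the methods, which removed 208 tested elements and left 7317 elements in all. Elements with few RNA or plasmid reads carry larger counting errors than the median tested element. The ratio of normalized RNA to plasmid reads was taken within each replicate number, averaged over 5 replicates and divided by the mean over the 45 retained control-random regions. Replicate libraries differed by more than sampling noise in every pair (chi-square per degree of freedom 1.25 to 2.90 between RNA libraries and 1.42 to 2.64 between plasmid libraries). The paper calls them biological replicates, and p-values over libraries measure the spread between these samples.

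Calls for single elements come from edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided, replicate number as a block because the methods take the ratio within replicates, offsets centred on the mean ratio of the control-random regions, Benjamini-Hochberg adjustment, threshold 0.05). DESeq2 1.42.0 was an alternative. Counts were simulated with means and library sizes taken from the real data, and 50 elements each were changed by 4 known factors. The edgeR step recovered 50 at 0.5 times, 49 at 0.7 times, 47 at 0.85 times and 50 at 1.5 times the control level. It called 7 of 7116 unchanged elements. Those elements were set at the control level and not at their measured RNA level. The simulation therefore tests the edgeR step, and not the choice of centre or the spread between real control-random regions. Classes and motifs were compared by two-sided permutation tests of mean log2 activity over elements, with 100000 resamples and Benjamini-Hochberg adjustment over 5 class comparisons and over 18 motifs. Shares were given with exact (Clopper-Pearson) binomial intervals and compared by Fisher's exact test. Element sequences, GC content and location came from the GRCh37 reference genome and the GENCODE 44 annotation lifted to it, read with pysam 0.24.0. The motif consensus sequences and allowed mismatches were fixed in advance and searched on both strands. The SVM used a gapped k-mer kernel written for this re-analysis (words of 10 nt, 6 informative columns, at most 3 mismatches) with scikit-learn 1.9.0, and numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the remaining computation.

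The elements named in the text are the 10 tested elements with the lowest and the 10 with the highest edgeR fold change, among those past the threshold with the same direction in 5 of 5 replicates and a mean of at least 100 plasmid reads per library, the highest and lowest element of each control class, and the elements of the reporter assays of Supplementary Data 3 that overlap a tested oligo by at least 100 nt. Outside this rule, 3 elements close to the REST consensus and peak5322, which has few plasmid reads, were named after their values were seen. A replicate with 0 RNA reads was counted as lower. This rule, the tests and most alternatives were fixed before the data were examined, and those added later are named where they are used. Some values of Supplementary Data 2 had been read by then. The alternatives were other centres of the control-random regions, TMM and median-of-ratios scaling, other filters on reads, a one-sided test, the methods' one-tailed t-test, a minimum fold change, the spread between control-random regions, the fit without the replicate block and leaving out each replicate. The methods' t-test was run with unequal variances against the 225 pooled ratios of the control-random regions, which counts the 5 values of a region as independent, and the paper's text states neither choice. For motifs the alternatives were exact matches to the consensus, adjusted over the 6 motifs with at least 3 such elements, and GC content as a covariate in a linear model, to which a permutation test of the residuals was added after the data were seen.

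Supplementary Data 2 was read only for its first 1998 rows, so elements grouped by binding status were described and not tested. The luciferase reporter assays, the CRISPR-Cas9 experiments and the predictions in other cell types were not analysed here, since their samples are not among those used.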

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

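Of the tests in this part, those of the run of T, of polyadenylation signals on either strand, of the single region that sets the mean and of that region's plasmid depth were chosen only after the result was seen.

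Tested elements called higher than the mean of the control-random regions, whose number the paper's text does not give although it takes the 2000 with the highest activity as the negative set of its SVM model, made up 32.6% of the retained tested elements by the edgeR test, against 8.89% of the control-random regions. This drew attention because the share was above that of the controls in a direction for which the paper's text reports no calls. With the median of the control-random regions as the centre, the shares were 54.5% and 42.2%, and their difference did not pass Fisher's exact test (p = 0.132). For the number of tested elements called lower, chance in the grouping of the libraries can be excluded. Without the replicate block and with 1 centre for all libraries, the real split into reporter RNA and plasmid libraries called 3876 tested elements lower, the highest of the other splits called 0, and 1 of the 100 splits drawn from 126 gave a count as large, which was the real one. Every other split mixes reporter RNA and plasmid libraries, so this concerns the contrast of RNA with plasmid and says nothing of the shares of tested elements against control-random regions.

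Most control-random regions, 82.2%, lay below the mean of their own class. Without the region with the highest ratio, new_peak7 in an intron of PLD5P1 with a log2 activity of 2.59, 54.5% of the others lay below the mean, and that region had 59 plasmid reads in the median library. The first value goes with a mean that is set by a single region, which may account for the pattern. The plasmid depth alone cannot show whether low depth made that region's ratio. Its log2 activity was 2.27 to 2.81 in the 5 replicates (SD 0.22), from 2254 RNA and 293 plasmid reads in all. The mean ratio used as the centre was 1.05 with that region and 0.931 without it, and the median was 0.900. The design gives no condition that offers a biological explanation, and none was tested.

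The RNA of 39 tested elements was more than 16-fold below the control-random regions. The tables argue against REST sites (0.0% of these elements) and low plasmid depth (a median 1.02 times that of the other elements). They also argue against splice sites that match a strong consensus, in at most 5.13% of these elements on either strand, at most 5.13 percentage points apart. That count does not cover a splice acceptor at some distance after a T run, which stays open below. They argue as well against polyadenylation signals as the cause for these elements as a set. Most of the 39 elements held no signal on either strand, and the share with one on either strand was not above that of the others. That share was chosen after the result was seen. Taken singly, the strands were further apart than for splice sites, and the reverse strand alone lay above the others. Whether a signal acts in the elements that hold one was not tested. On the forward strand polyadenylation signals were in 7.69% of the 39 elements, against 14.6% of the others. On the reverse strand they were in 17.9%, against 15.2% of the others. On either strand they were in 25.6% (exact 95% binomial interval 13.0 to 42.1%), against 26.7% of the others. A run of at least 8 T on the forward strand was in 89.7% of the 39 elements and 3.38% of the others. A run of A was in 5.13% and 3.36%. Among elements with a T run activity fell with its length (Spearman's rho -0.61, permutation p = 1e-04). The T run is a candidate explanation found from these same elements, and how it would act stays open, since a splice acceptor after the run gave a difference of -0.14 (95% confidence interval -0.69 to 0.42), and a pyrimidine run without 8 T, as a test of pairing with the poly(A) tail at capture, gave -0.076 (-0.15 to -0.0009). Apart from REST sites no biological explanation was tested, and the design, with 1 cell line and 1 condition, gives none.

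Activity rose with the GC content of tested elements, with a Spearman's rho of 0.214 across 7232 elements and median log2 activities of -0.20 in the lowest and 0.04 in the highest of 5 GC groups. Among the 45 control-random regions the slope was -0.0052 per percent GC (standard error 0.0106), against 0.0148 (standard error 0.0011) among tested elements. The slopes were -1.88 standard errors apart, short of the 2 that would have excluded a GC bias between RNA and plasmid libraries. Such a bias and an effect of sequences that go with GC content cannot be told apart with this number of control-random regions.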

How the results depend on the processing

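Leaving out the control-random region with the highest ratio, adding 0.25 CPM, leaving out elements with a T run, the permutation test with GC content as a covariate, and leaving out replicates for the areas under the curves, motifs and GC content were alternatives chosen after seeing the data. The calls depended on the level they were tested against and on the centre of the control-random regions, which moves every element alike. Against 3820 tested elements lower, 2355 higher and 68.9% of control-random regions lower, the median as centre gave 2382, 3939 and 42.2%, the geometric mean 2771, 3553 and 46.7%, the mean without the region of the highest ratio 2574, 3744 and 42.2%, and at least 100 reads in every plasmid library, which removes that region from the mean, 2672, 3605 and 47.6%. Against a minimum log2 fold change of 0.5 there were 834, 547 and 8.89%. Against the spread between the control-random regions, with the region of the highest ratio included, there were 82, 22 and 0.0%. The share of control-random regions was 51.1% (51.11) with the methods' t-test, with or without 0.25 CPM added. Without the replicate block 3811 were lower and 2353 higher, and 3806 of those lower were the same elements, with DESeq2 3695 and 2257 (3693 the same elements), and without each replicate 3661 to 3894 and 2231 to 2371. Replicate numbers were not shown to pair the libraries, since RNA and plasmid deviations of the same number correlated between -0.05 and 0.18 over 7191 elements, and the block was kept because the methods take the ratio within each replicate. With GC content as a covariate the differences for GFI1B (-0.082, adjusted p = 0.0746), TCF12 (0.0099, adjusted p = 0.790), NRF1 (0.38, adjusted p = 0.0701) and RFX (0.14, adjusted p = 0.0559) did not pass in a linear model, nor in a permutation test with that covariate (0.0745, 0.777, 0.0745 and 0.0576), and RUNX1 turned from -0.02 to 0.009, uncalled in each case. Why GC content ended these calls was not tested. With the exact consensus, differences were larger for GFI1B, YY1, ZBTB33 and the BACH and NFE2 site, with the same sign. GC content alone gave areas of 0.664 and 0.626. The difference between control silencers and control-random regions, not called at -0.02, turned to 0.07 between medians (0.0717), to 0.0294 with at least 100 reads in every plasmid library and to 0.0429 without the control-random region beyond Tukey's outer fences, uncalled in each case. The control-random region new_peak50, not called at -0.01, had 0.19 with the median as centre (adjusted p = 2.07e-06 from edgeR) and -0.021 to 0.016 without each replicate, uncalled, and new_peak15 was not called there (-0.02, adjusted p = 0.420). Of the other values, 57 of class differences, 140 of motifs and 273 of named elements kept their side of the threshold, or stayed within the spread between replicates where no test was made, and 9 named elements moved with 0.25 CPM added. Tests of known repressor status were not run. Depth limits elements with few plasmid reads, and 7127 tested elements and 42 control-random regions had at least 100 reads in every plasmid library.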

Differences from the paper's values

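Of 1939 elements with a log2 activity in the first 1998 rows of Supplementary Data 2, 34 differed from the paper's value by more than the SD of the replicates and 21 had the other sign, with differences from -0.93 to 0.66. Of the 7 named elements among them, 4 differed by more than that spread. The paper's value is -8.56 for peak371, against -9.04 here, -7.92 for peak860, against -8.58, -7.69 for peak875, against -8.36, and -7.31 for peak546, against -8.24. None of the alternatives set before the data were examined (no replicate block, DESeq2, the median of the control-random regions as centre and leaving out each replicate in turn) brought any of these 4 within the spread. For peak1476 the paper's value is -7.77, and the values were -8.11 with 5 replicates, within the spread, and an edgeR fold change of -8.72 on the log2 scale without replicate 3, outside it. For peak1171 and peak922 the paper's values are 2.16 and 2.06, and the values were 2.15 and 2.05, within the spread, and edgeR fold changes of 2.35 and 2.25 with the median of the control-random regions as centre, outside it. With 0.25 CPM added to every RNA and plasmid value, an alternative chosen after seeing the values, the log2 activity of all 1939 came within 0.001 of the paper's.

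The paper's count of tested elements with lower activity is 3001, or 41.5%. Here 3820, or 52.8%, were called lower by the two-sided edgeR test, 2981, or 41.2%, by the methods' t-test as run here against 225 pooled ratios that count the 5 values of a region as independent, a choice the paper's text does not state, and 3001, or 41.5%, by the methods' t-test with 0.25 CPM added, which was chosen after seeing the values and drops 0 of the 885 elements the paper calls in the part of the table read here. The edgeR test called 1122 elements in that part and also dropped 0 of the 885. The paper's text gives 7430 tested elements, whereas the table of counts holds 7440. The paper's areas under the ROC and precision-recall curves are 0.81 and 0.76, against means of 0.831 and 0.808 here. The lowest of the 10 splits gave 0.807 and 0.776, so the paper's area under the precision-recall curve lies below each of them.

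The paper names binding sites of REST, SMAD3, RUNX1 and the GATA family, with EZH2 and SUZ12, as strong candidates for silencers. Of the motifs searched here for the first 4 of these, matches to REST had lower activity (-0.88), the differences for the SMAD palindrome (-0.22, 7 of 10 called lower) and RUNX1 (-0.02, 54.3% called lower) did not pass the permutation test, and matches to GATA had higher activity than the rest (0.11, 44.7% called lower). The paper's de novo motif analysis names REST, YY1, ZBTB33 and ZBTB3 as the closest known motifs, of which ZBTB3 was not searched here. Matches to YY1 (0.46) and ZBTB33 (0.31) had higher activity here. The paper's sites include measured binding, whereas matches here are sequence matches.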

Other observations

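Of the tests in this part, those of the number of AP-1 sites and of T against A runs were chosen only after the result was seen.

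Among the motifs not described at a claim, tested elements with a GC box, a cAMP response element or an E-box of USF factors had higher activity than elements without them. Of 499 elements with a GC box of SP and KLF factors, 61.3% were called higher and 25.7% lower, and their mean log2 activity exceeded that of the rest by 0.35 (95% confidence interval 0.30 to 0.41, adjusted p = 3.6e-05, the smallest the permutations can give after adjustment). The cAMP response element, bound by CREB and ATF factors, was in 18 elements, of which 15 were called higher, with a difference of 0.48 (0.30 to 0.65, adjusted p = 0.0303, permutation test). The E-box of USF factors was in 147 elements, of which 58.5% were called higher, with a difference of 0.31 (0.24 to 0.37, adjusted p = 9e-05, permutation test). Matches to NRF1 (0.46, 13 elements, adjusted p = 0.0449) and to the X-box of RFX factors (0.17, 111 elements, adjusted p = 0.0286) did not pass with GC content as a covariate in a linear model. The differences for KLF4 (0.13, 75 elements, adjusted p = 0.129), ETS factors (0.09, 168 elements, adjusted p = 0.0991) and CTCF (0.17, 11 elements, adjusted p = 0.311) did not pass the permutation test. All of these differences had the same sign in 5 of 5 replicates.

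Elements with an AP-1 site, bound by FOS and JUN factors, were higher than the rest by 0.17 (0.12 to 0.21, 1237 elements, 5 of 5 replicates). The consensus of BACH and NFE2 factors contains this site, and the effects of these sites were not tested apart. The median activity was 0.919 times the mean of the control-random regions in the 5995 elements without a site and 1.01 times with 1 site (1135 elements). It was 1.13 times with 2 (92 elements) and 1.24 times with 3 or more (10 elements), and peak3781 and peak6877 hold 5 and 6. The sequences of peak3781, peak1171 and peak922 resemble each other, and peak6877 is a tandem repeat. Elements with several sites are therefore not all independent, and the number of sites was not separated from repeat sequence. Of the 20 tested elements with the highest activity, 12 hold no AP-1 site, peak6157 (2.10) and peak5322, named after its value was seen, among them. As a hypothesis, the number of sites may add to the activity of elements with a site. Among elements with a site, Spearman's rho between activity and the number of sites was 0.087 (95% bootstrap interval 0.03 to 0.14, permutation p = 0.0023), below the 0.1 set for it, so the question stays open.

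Elements of the luciferase assays of Supplementary Data 3 that overlap an oligo had these MPRA values (SD, n = 5 replicates). The enhancer (peak7467) had a log2 activity of 2.42 ± 0.08, and Silencers 1 (peak3453), 2 (peak6052, in a UTR of RWDD1) and 3 (peak3374) had -1.08 ± 0.09, -1.21 ± 0.06 and -3.21 ± 0.13. The control-random regions Random 1 (new_peak15) and Random 2 (new_peak50) had -0.22 ± 0.03 and -0.01 ± 0.06.

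A silencer is held to act in either orientation, and the 94 elements with the REST site on the forward strand (mean log2 activity -0.96) and the 88 with it on the reverse strand (-0.99) differed by 0.031 (95% confidence interval -0.07 to 0.13), which is in line with an action of the site that does not depend on its orientation. The comparison needs inserts of 1 orientation relative to the genome, which the paper's text does not state. Elements with only a run of at least 8 T on the forward strand (265, mean log2 activity -1.26) were lower than those with only such a run of A (231, mean -0.09) by -1.17 (-1.45 to -0.89, permutation p = 1e-05, the smallest the resamples can give), a difference that an even mixture of both orientations would not give. Whether closer matches to the REST consensus are lower stays open, with a Spearman's rho of 0.12 between activity and the number of mismatches (95% bootstrap interval -0.02 to 0.27, permutation p = 0.109, 182 elements). Whether core promoter sequence raises activity stays open too, since the 26 elements within 1000 nt of the start of a protein-coding gene differed from the others by -0.015 (-0.18 to 0.15).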
